A study of Mus musculus with 66 samples.

How the data were processed

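Neurons were cultured from wildtype mouse embryos of embryonic day 16.5 that were separated by sex, per the labels. The cultures received lentivirus that carried a short hairpin RNA (shRNA, which lowers the mRNA it matches) or no virus. The virus was washed off on day 6 in culture and the cells were lysed on day 10. The labels' protocols state doses chosen to bring each target to about 50% of its level, and polyadenylated RNA made into libraries with a stranded kit. The 66 libraries fall into 22 groups of 3. These are 9 shRNA targets, a nontargeting shRNA and no virus, each in 2 sexes.

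The authors deposited one table of read counts per gene for the whole series, with 48716 rows. The values were whole numbers and not normalized. The aligner, the counting tool, the genome build and the annotation are not stated in the labels or the file header, so no coordinates are given here. The table names genes by symbol. Rows without a symbol, 18483 of them, held between 0.69% and 1.41% of each library's counts and were left out of library sizes and tests. Another 149 rows repeated a symbol and were summed, which left 30084 symbols. Of the 72 library columns, 6 belonged to no sample used here and were not used. The control columns carry the name of a luciferase hairpin in the table, while the labels call that group nontargeting. They were matched on this basis, and comparisons against the no virus libraries were computed as well. Low counts were mostly even. Of the values between 1 and 20, 29.5% were odd, against 49.1% of the values of at least 1000, a pattern that arises when both mates of a read pair are counted. Counts halved and rounded were therefore tried as an alternative.

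Total counts per library ranged from 13759741 to 66558546. Genes with few counts have counting error above that of abundant genes. Counts of PCR-amplified reads are not independent molecules, so error estimates rest on the replicates, and the limit that a count of 0 allows (3 counts) covers counting error only. Within every group, each pair of libraries differed by more than sampling noise, with a chi-square per gene between 7.92 and 386 over genes with at least 20 counts in the pair. No library was treated as a duplicate.

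Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the groups (16145 genes), scaled by trimmed mean of M values (TMM, factors from 0.874 to 1.06) and tested with the quasi-likelihood F test with robust estimation. The model had one mean per group over all 66 libraries. P-values were adjusted by Benjamini-Hochberg over genes within each comparison, with a threshold of 0.05. With no effect, a calibrated test gives a share of 0.05 of the tested genes at an unadjusted p under 0.05. Counts below that share are no sign of an effect. Fold changes are on the log2 scale with standard errors (SE) derived from the test statistic. CPM (counts-per-million) values are relative to TMM-scaled library sizes and were computed with edgeR. For plots and correlations of single libraries, log2 CPM had a prior count of 2. Each shRNA was compared with the nontargeting libraries of the same sex. The difference between the male and the female effect was tested as an interaction. The nontargeting libraries were compared with no virus, and males with females.

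Effects of different knockdowns were compared by the count of genes called in the same direction in at least 5 of 9 knockdowns and by the median Pearson r over the 36 pairs of knockdowns. These comparisons share control libraries, so the median r was set beside simulated unchanged groups. Those groups gave almost no calls, so they say nothing about shared calls. Correlation between sexes was tested with a one-sided permutation of the pairing of the 9 targets (100000 resamples). The 5 gene lists, fixed before the data were examined, were tested with camera (limma 3.58.1, preset correlation 0.01), with adjustment over 90 tests. They were activity-regulated, astrocyte, interferon-stimulated, proliferation and synaptic genes.

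The genes named were chosen by a rule written before the data were examined. They are the 9 targets, 5 sex-linked genes, per sex the 4 genes called in the same direction in most knockdowns, per target the gene with the strongest call repeated in both sexes among genes called in at most 3 knockdowns per sex, the 6 genes with the smallest adjusted p for a sex difference of an effect, and the 4 other genes with the smallest adjusted p for sex in nontargeting libraries. Genes for the virus comparison had to pass the threshold, and none did. Only 3 genes were named for sex because the next were tied, a handling decided after the values were seen.

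Replicate numbers are shared between groups in the labels. Whether they pair the libraries was checked as the correlation, over genes, of the deviations from the group mean between an shRNA library and the nontargeting library of the same sex and number. Every such correlation was over 0.1 in 8 of 9 knockdowns in females and in 6 of 9 in males, and the number was then taken to pair the libraries. The exceptions were Kdm6b in both sexes, and Ash1l and Med13l in males. The correlations ranged from 0.0362 to 0.655 in females and from −0.108 to 0.246 in males. The pairing comes from the numbers in the labels, which do not say what a number shares.

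Alternatives fixed before the data were examined were DESeq2 size factors (RLE) in edgeR, no filter, DESeq2 1.42.0, a fit of only the libraries compared, the replicate number within sex as a block, and each library left out in turn (66 fits). For some results they also were no virus as control, at least 3 of 9 knockdowns, genes above the median of expression, fry, and camera with an estimated correlation. Alternatives chosen after seeing the data were halved counts, each sex fitted separately with and without the block, the no virus control for counts of genes, knockdowns set against different control groups, blocked fry, the block in a fit of only the libraries compared, and the block together with a correction for GC content and transcript length. That correction used lowess trends (span 0.3) per library, with properties from GENCODE M21 for 97.6% of the tested genes. On simulated counts with 200 changed genes of 16145, the fit recovered 164 of them (82.0%) with 5 false calls, and the blocked fit recovered 191 (95.5%) with 5 false calls. Only abundant genes were changed, by more than many changes reported here, so recovery of small changes was not tested. Each fit was run on counts simulated from its own means and spread, so these shares do not compare the fits.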

Results

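Gene expression was measured by RNA sequencing in cultured mouse neurons after depletion of genes that encode chromatin and transcription regulators, in cultures from male and from female embryos. The shRNA targets were Ash1l, Chd8, Dnmt3a, Kdm6b, Kmt2c, Mbd5, Med13l, Setd5 and Tbr1. Each target, a nontargeting shRNA and a condition without virus had 3 libraries per sex, which gave 66 libraries. Total counts ranged from 13759741 to 66558546 per library, and 16145 genes were tested. The series asks whether the depletion of different regulators changes the same genes and whether the changes differ between the sexes.

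The sex labels were examined with 5 sex-linked genes. Xist had between 14486 and 63232 counts in the 33 female libraries and at most 72 in the 33 male libraries. Eif2s3y had between 1261 and 2886 counts in male libraries and at most 24 in female libraries. Uty had at least 515 counts in male and at most 4 in female libraries. Ddx3y and Kdm5d had at least 1690 and 696 counts in male libraries. In female libraries they had at most 12 and 2 counts, except in the library labelled Setd5 shRNA female replicate 1, with 612 and 574 counts. That library had 0 counts of Uty, which allows up to 0.358% of the male level, a limit that covers counting error only, and its Xist count was the 63232 above. These Y-linked genes have X-linked copies, and how the counting treated reads shared between copies is not stated.

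The targets were examined first in their own knockdown. All 18 group means were below the nontargeting control of the same sex, at 22.3% to 54.3% of its mean CPM. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 15 of the 18 decreases passed over all genes, and 18 adjusted over the list alone. Dnmt3a in males fell from 405 ± 20.7 CPM (SD, n = 3) with the nontargeting shRNA to 90.3 ± 9.69 CPM (n = 3). No virus males had 392 ± 21.7 CPM (n = 3). The log2 fold change was −2.16 (SE 0.207, edgeR adjusted p = 6.3e-10). In females it was −2.09 (SE 0.206, edgeR adjusted p = 2.0e-09). Chd8 changed by −1.71 (SE 0.117) in males and was at 35.3% of the nontargeting mean in females (edgeR adjusted p = 5.8e-14). Ash1l changed by −2.01 (SE 0.198) in males and −1.89 (SE 0.198) in females, and Med13l by −1.43 (SE 0.188) and −1.72 (SE 0.190). For Mbd5 the values were −1.44 (SE 0.188) and −1.60 (SE 0.189), for Tbr1 −1.47 (SE 0.239) and −1.34 (SE 0.238), and for Kmt2c −1.05 (SE 0.204) and −1.33 (SE 0.207). The male Kmt2c call was lost without Kmt2c shRNA male replicate 1 or 2 or nontargeting male replicate 3 (edgeR adjusted p 0.0677, 0.161 and 0.0898). The male Tbr1 call was lost without Tbr1 shRNA male replicate 2 (edgeR adjusted p = 0.0547). In females the Tbr1 call was lost without Tbr1 shRNA female replicate 1 or 3 or nontargeting female replicate 2 (edgeR adjusted p 0.241, 0.192 and 0.104). In a fit of only the libraries compared, the female decreases of Ash1l, Dnmt3a, Kmt2c, Mbd5, Med13l, Setd5 and Tbr1 did not pass. The numbers pair the libraries of these comparisons. These decreases passed with the replicate block in the fit of all libraries (edgeR adjusted p at most 0.000158).

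In the fit of all libraries, the decreases that did not pass were Kdm6b in males (−1.27, SE 0.322, edgeR adjusted p = 0.0953), Kdm6b in females (−1.01, SE 0.321, edgeR adjusted p = 0.856) and Setd5 in males (−0.88, SE 0.287, edgeR adjusted p = 0.402). The male Kdm6b decrease passed with DESeq2 (adjusted p = 0.0204) and with each sex fitted separately in edgeR (adjusted p = 0.0114). The same separate fits lost the female decreases of Kmt2c and Tbr1 (edgeR adjusted p 0.0559 and 0.366). Setd5 in females changed by −1.59 (SE 0.293, edgeR adjusted p = 0.00109). Kdm6b in females was at 10.7, 21.1 and 36.2 CPM in replicates 1, 2 and 3, against 45.9 ± 12.9 CPM (SD, n = 3) with the nontargeting shRNA. Without replicate 3 the change was −1.53 (edgeR adjusted p = 0.0350).

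**Figure D1:**
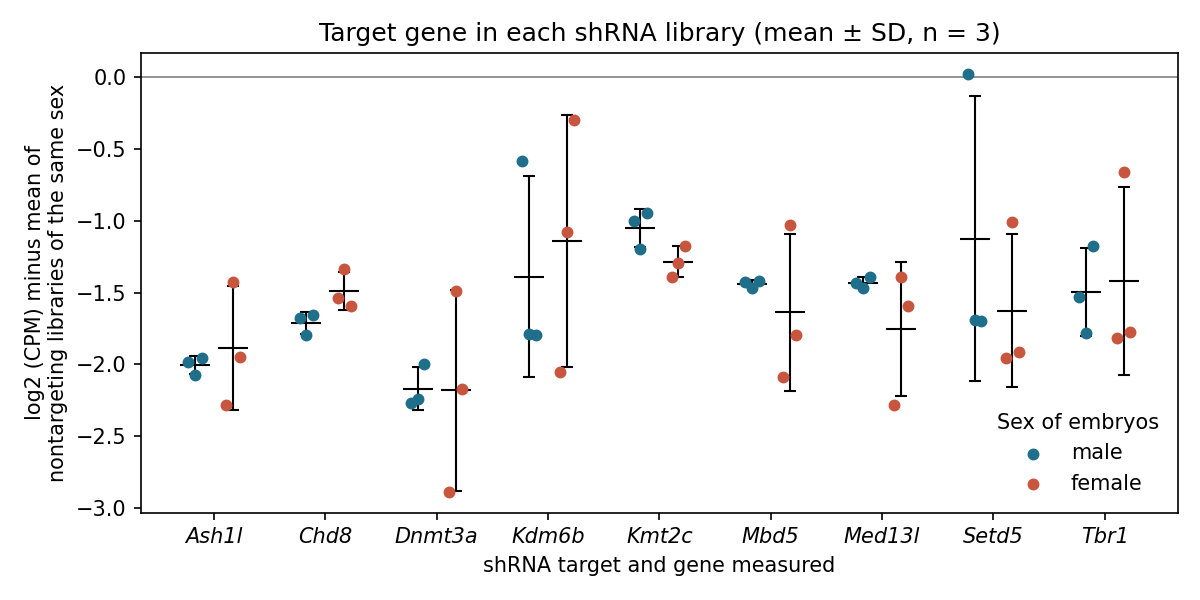
log2 CPM of each target gene in its own shRNA libraries, relative to the mean of the nontargeting libraries of the same sex (y axis), by target (x axis). Points are single libraries, bars mark the mean ± SD of n = 3; the library labelled Setd5 shRNA male replicate 1 lies at 0.02.

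In males, 2 libraries went against their labels. The library labelled Setd5 shRNA male replicate 1 had 141 CPM of Setd5, against 139 ± 8.32 CPM (SD, n = 3) in nontargeting males, and 42.9 and 42.7 CPM in replicates 2 and 3. Its Kdm6b level was 23.1 CPM, against 59.9 ± 4.90 CPM (SD, n = 3) in nontargeting males. The library labelled Kdm6b shRNA male replicate 1 had 44.9 CPM of Setd5 and 39.9 CPM of Kdm6b, while Kdm6b was at 17.2 CPM in both replicates 2 and 3. Relative to the nontargeting mean, Setd5 ranged from −0.42 to 0.41 (log2) in the 27 male libraries with other labels and was −1.63 in the library labelled Kdm6b shRNA male replicate 1. Kdm6b ranged from −0.70 to 0.47 in those 27 libraries and was −1.37 in the library labelled Setd5 shRNA male replicate 1. Both libraries were kept in the group of their label, and male Setd5 and Kdm6b values are given with this limit. Without the library labelled Setd5 shRNA male replicate 1, Setd5 changed by −1.70 in males (edgeR adjusted p = 0.000135). Without the library labelled Kdm6b shRNA male replicate 1, Kdm6b changed by −1.80 (edgeR adjusted p = 0.0115).

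**Figure D2:**
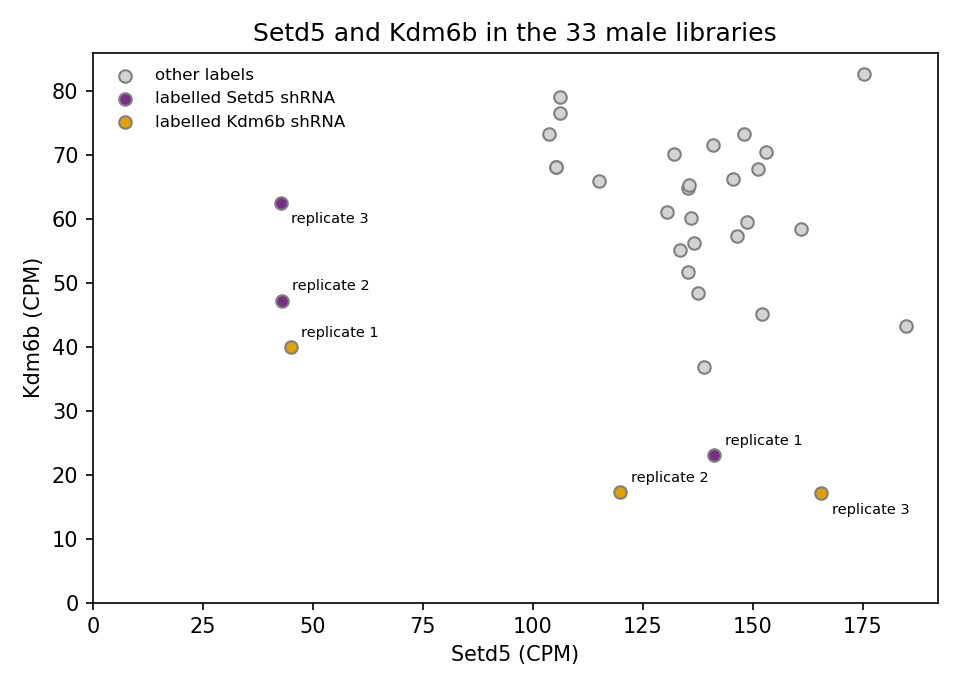
Setd5 (x axis) and Kdm6b (y axis) in CPM in the 33 male libraries, one point per library, coloured by label. The library labelled Kdm6b shRNA replicate 1 (44.9 CPM of Setd5) lies near the libraries labelled Setd5 shRNA replicates 2 and 3, and the library labelled Setd5 shRNA replicate 1 (23.1 CPM of Kdm6b) near those labelled Kdm6b shRNA replicates 2 and 3.

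The background of infection was measured as nontargeting shRNA against no virus. No gene passed in either sex by edgeR's test. At an unadjusted p under 0.05 there were 81 genes in males and 185 in females. With the replicate block no gene passed either, with 152 and 518 at an unadjusted p under 0.05. With no effect, a calibrated test gives a share of 0.05 of the 16145 tested genes, which is more than each of these counts. The test was thus conservative here, and the absence of calls is weak evidence against an effect of infection. In a blocked fit of only the 6 male libraries compared, 11 genes passed.

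The number of genes changed against the nontargeting control differed widely between targets. By edgeR's test, Med13l shRNA changed 1302 genes in males (507 higher, 795 lower) and 1653 in females (766 higher, 887 lower). Chd8 shRNA changed 1585 genes in males (588 higher, 997 lower) and 1506 in females (539 higher, 967 lower). Ash1l shRNA changed 319 genes in males (83 higher, 236 lower) and 178 in females (42 higher, 136 lower). The fit shares the spread of each gene between the sexes, though replicates differed more in females in most groups. With each sex fitted separately, males and females gave 3037 and 714 genes for Med13l, 2891 and 777 for Chd8, and 929 and 54 for Ash1l. The counts therefore do not compare the sexes. For Setd5 shRNA, 503 genes changed in females (158 higher, 345 lower) and 9 in the male libraries so labelled. Without the library labelled Setd5 shRNA male replicate 1, the male count was 176. Without Setd5 shRNA female replicate 1, the female count was 85, and without replicate 2 it was 1377. The other counts in males were 35 for Tbr1, 18 for Dnmt3a, 14 for Kmt2c, 14 for the libraries labelled Kdm6b and 10 for Mbd5. In females they were 19 for Dnmt3a, 16 for Kmt2c, 10 for Tbr1 and 9 for Mbd5, with more genes lower than higher for each. For Kdm6b in females the count was 0, and 50 without replicate 3. At an unadjusted p under 0.05 there were 573 genes, below the share of 0.05 of the 16145 tested genes given with no effect.

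The replicate number as a block raised all 18 counts. Where the numbers pair the libraries, the blocked counts in males were 3576 for Chd8, 282 for Tbr1, 235 for Dnmt3a, 171 for the libraries labelled Setd5, 158 for Mbd5 and 70 for Kmt2c. In females they were 4498 for Med13l, 3404 for Chd8, 2098 for Setd5, 716 for Ash1l, 208 for Dnmt3a, 176 for Kmt2c, 145 for Tbr1 and 74 for Mbd5. The excess of lower genes was not kept in all fits. After Med13l shRNA in females, 2254 genes were higher and 2244 lower with the block. With the block and a correction for GC content and length, 2305 were higher and 1947 lower after Med13l shRNA and 1473 higher and 1281 lower after Setd5 shRNA in females. In each paired comparison, every gene called without the block was also called with it in the same direction. Leaving out a library moved several counts by more than 1.5 times. Without replicate 1 of the shRNA group, the female counts were 541 for Med13l, 582 for Chd8, 57 for Ash1l, 3 for Dnmt3a, 1 for Mbd5 and 0 for Tbr1. In males, the lowest counts were 169 for Ash1l and 2 for Tbr1 without replicate 2 of the shRNA group, 947 for Chd8 and 720 for Med13l without replicate 3, and 4 for Dnmt3a, 7 for Kmt2c and 5 for Mbd5 without replicate 1. For the male libraries labelled Kdm6b shRNA the count was 1 without nontargeting male replicate 2. Without replicate 2 of the shRNA group the female counts were 3027 for Med13l, 58 for Dnmt3a, 33 for Kmt2c, 27 for Tbr1 and 22 for Mbd5.

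**Figure D3:**
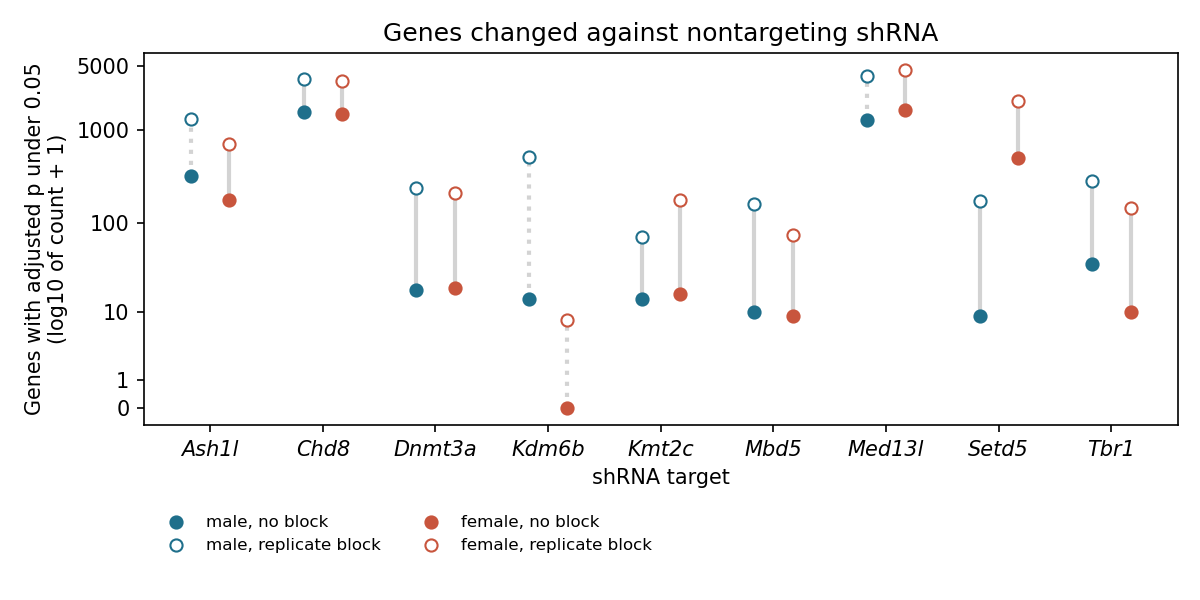
Genes with an adjusted p under 0.05 against nontargeting shRNA (y axis, log10 of the count plus 1, ticks show counts) by shRNA target (x axis), without (filled) and with (open) the replicate number as a block. Grey lines join the counts of one comparison and are dotted where the numbers do not pair the libraries; the highest count is 4498 (Med13l, female, with the block).

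The genes named per target, chosen by the rule as the strongest call repeated in both sexes among genes called in few knockdowns, were all lower. The design has no separate group for another shRNA against the same target. These changes, though repeated in both sexes, therefore cannot separate loss of the target from other effects of its shRNA. Fech after Chd8 shRNA fell from 35.3 ± 2.34 to 9.69 ± 1.48 CPM in males (SD, n = 3 each). The log2 fold change was −1.87 (SE 0.131, edgeR adjusted p = 2.3e-15) in males and −1.88 (SE 0.132, edgeR adjusted p = 3.3e-15) in females. Ints14 after Med13l shRNA fell from 28.9 ± 1.26 to 8.44 ± 1.19 CPM in males (SD, n = 3 each), a change of −1.78 (SE 0.129) in males and −1.77 (SE 0.129) in females. Dffa after Ash1l shRNA changed by −1.11 (SE 0.105) and −1.02 (SE 0.105), Ctbp1 after Kmt2c shRNA by −0.93 (SE 0.133) and −0.86 (SE 0.133), and Cd99l2 after Dnmt3a shRNA by −0.95 (SE 0.146) and −0.96 (SE 0.146). Arsb changed by −1.25 (SE 0.200) in the male libraries labelled Setd5 shRNA. In females it fell from 14.6 ± 1.74 to 5.14 ± 1.22 CPM (SD, n = 3 each) after Setd5 shRNA (edgeR adjusted p = 1.9e-05). Without the library labelled Setd5 shRNA male replicate 2 the male call was lost (edgeR adjusted p = 0.132). Gdf11 after Mbd5 shRNA changed by −0.66 (SE 0.106) and −0.63 (SE 0.106), and Epdr1 after Tbr1 shRNA by −0.93 (SE 0.122) and −0.69 (SE 0.122). The female calls of Gdf11 and Epdr1 were lost without single libraries, Gdf11 without Mbd5 shRNA female replicate 1 or 3 (edgeR adjusted p 0.0815 and 0.0670) and Epdr1 without Tbr1 shRNA female replicate 1 or 3 or nontargeting female replicate 2 (edgeR adjusted p 0.241, 0.0966 and 0.0989). In a fit of only the libraries compared, the female calls of Dffa, Cd99l2, Ctbp1, Gdf11, Ints14, Arsb and Epdr1 were lost. The male call of Arsb was lost there too. With each sex fitted separately, the female calls of Cd99l2, Ctbp1, Gdf11 and Epdr1 were lost (edgeR adjusted p 0.0889, 0.0827, 0.245 and 0.366). The numbers pair the libraries of all these lost calls. Each of these calls passed with the replicate block in the fit of all libraries (edgeR adjusted p at most 0.000123). For Kdm6b no gene was called in both sexes without the replicate block. With the block, 6 genes were called in both sexes in the same direction, but the numbers do not pair the Kdm6b libraries.

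Whether an effect differed between males and females was tested as an interaction. For 8 targets no gene passed by edgeR's test, and at an unadjusted p under 0.05 the counts ranged from 66 for Mbd5 to 153 for Kdm6b. For Setd5, 3 genes passed, with 439 at an unadjusted p under 0.05. All these unadjusted counts lie below the share of 0.05 of the 16145 tested genes that a calibrated test gives with no effect. The interaction test was thus conservative, and the absence of calls does not show that effects are equal between the sexes. Kdm5d had a log2 difference of −10.68 (SE 1.82, edgeR adjusted p = 0.00973), which rests on the library labelled Setd5 shRNA female replicate 1 (574 counts, against 0 in the other 2 Setd5 shRNA female libraries). Ddx3y had a difference of −7.23 (SE 1.34, edgeR adjusted p = 0.0152) and rests on the same library (612 counts, against 0). Mtag2 had 1, 0 and 0 counts in the Setd5 shRNA female libraries and between 24 and 29 in the nontargeting females. It had between 19 and 33 counts in the male libraries labelled Setd5 shRNA (edgeR adjusted p = 0.00973). Without Setd5 shRNA female replicate 1, no gene passed for Setd5, and without nontargeting female replicate 1 or 2, 1 gene passed. Without Setd5 shRNA female replicate 2 or 3, 5 and 7 genes passed. The next genes in the ranking did not pass, namely C1rl (edgeR adjusted p = 0.521), A230107N01Rik (0.719) and Dera (0.719). Of the genes called in at least one sex, 99.6% of 1934 after Chd8 shRNA and 99.5% of 1971 after Med13l shRNA changed in the same direction in both sexes. For the libraries labelled Setd5 shRNA the share was 94.6% of 504 genes. In males against females, 7 genes passed with the nontargeting shRNA and 7 without virus. In nontargeting libraries they included the 5 sex-linked genes above, Uba1y and Eif2s3x. Uba1y was at 0.811 ± 0.0780 CPM in males and 0 counts in all 3 females (SD, n = 3), and Eif2s3x was lower in males by −0.74 (SE 0.123, edgeR adjusted p = 0.000541). In a fit of only the libraries compared, Uba1y and Eif2s3x did not pass (edgeR adjusted p 0.197 and 0.202). Galnt2, next in the ranking, did not pass (edgeR adjusted p = 0.439).

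Convergence between knockdowns was first measured as genes called in the same direction in at least 5 of the 9 knockdowns. There were 0 such genes in males and 0 in females. With the replicate block there were 8 and 4, against 0.110 and 0.159 from calls placed at random (permutation p = 0.001 in each sex, the smallest that 1000 permutations can give). The blocked counts include comparisons that the numbers do not pair, 3 in males and 1 in females. At least 3 knockdowns shared 19 genes in males (8 higher, 11 lower) and 28 in females (11 higher, 17 lower). Calls placed at random among genes of like expression gave a mean of 2.43 and 4.97 (permutation p = 0.001 in each sex, the smallest that 1000 permutations can give). Random placement, here and with the block, treats the 9 comparisons as independent. They share the nontargeting libraries and the spread estimate of each gene, so these p-values cannot separate a common response from that sharing. The gene called in the same direction in most knockdowns was Tmem230, higher in 4 of 9 in males and in 4 of 9 in females. In males these were Ash1l, Chd8, Med13l and Tbr1, and in females Ash1l, Med13l, Setd5 and Tbr1. With the block it was called in 6 of 9 in males and 5 of 9 in females. Its log2 fold changes ranged from 0.05 to 0.75 over the male and from 0.01 to 0.75 over the female knockdowns. It was called in 2 of 9 in males without nontargeting male replicate 1 or 3, and in 2 of 9 in females without nontargeting female replicate 1 or 2. Knop1 was lower after Chd8, Kmt2c and Med13l shRNA in both sexes. The others named by the rule were called in the same direction in 3 knockdowns. In males these were Ei24 and Ankrd29, both lower, and in females Mesd, higher in 3 and also called lower in 1, and Cd99l2, lower. At the minimum of 3 knockdowns the blocked counts were 308 in males and 323 in females, against 97.3 and 129.9 from random placement.

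The second measure was the correlation, across genes, of log2 fold changes between knockdowns within a sex. Genes are not independent replicates, so no p-value is given. The median r over the 36 pairs was 0.317 in males (0.201 to 0.486) and 0.308 in females (0.158 to 0.451). Simulated unchanged groups that share the nontargeting libraries gave a mean of 0.495 (0.477 to 0.509) in males and 0.487 (0.465 to 0.502) in females, above the observed values. The regrouped residual libraries gave a mean of 0.506 and 0.498. Single draws of the regrouped residuals ranged from −0.134 to 0.692 in males and from 0.281 to 0.689 in females, which includes the observed values. The alternative that moved them most set the knockdowns of a pair against different control groups, with a median r of 0.0879 in males and 0.0351 in females. Without nontargeting replicate 2, the median r was 0.485 in males and 0.538 in females.

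Between the sexes no library is shared. The same target in males and females gave a mean r of 0.345 ± 0.155 (SD, 9 targets), and different targets gave 0.0478 ± 0.0660 (SD, 72 combinations). The highest of the latter, 0.190, was that of the male libraries labelled Kdm6b with Setd5 in females. The difference was 0.297 (one-sided permutation p = 1e-05, the smallest that 100000 resamples can give). Simulated unchanged groups gave 0.000147 for the same and 0.000727 for different targets. The same target had the highest r of its row and column for 9 of 9 targets. This repeat cannot separate loss of the target from other effects of its shRNA. The values were 0.621 for Chd8, 0.565 for Med13l, 0.418 for Ash1l, 0.328 for Dnmt3a, 0.257 for Mbd5, 0.246 for Tbr1 and 0.216 for Kmt2c. With the male libraries as labelled, they were 0.251 for Setd5 and 0.206 for Kdm6b. The alternative furthest below was the fit without nontargeting female replicate 2, with a difference of 0.238.

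**Figure D4:**
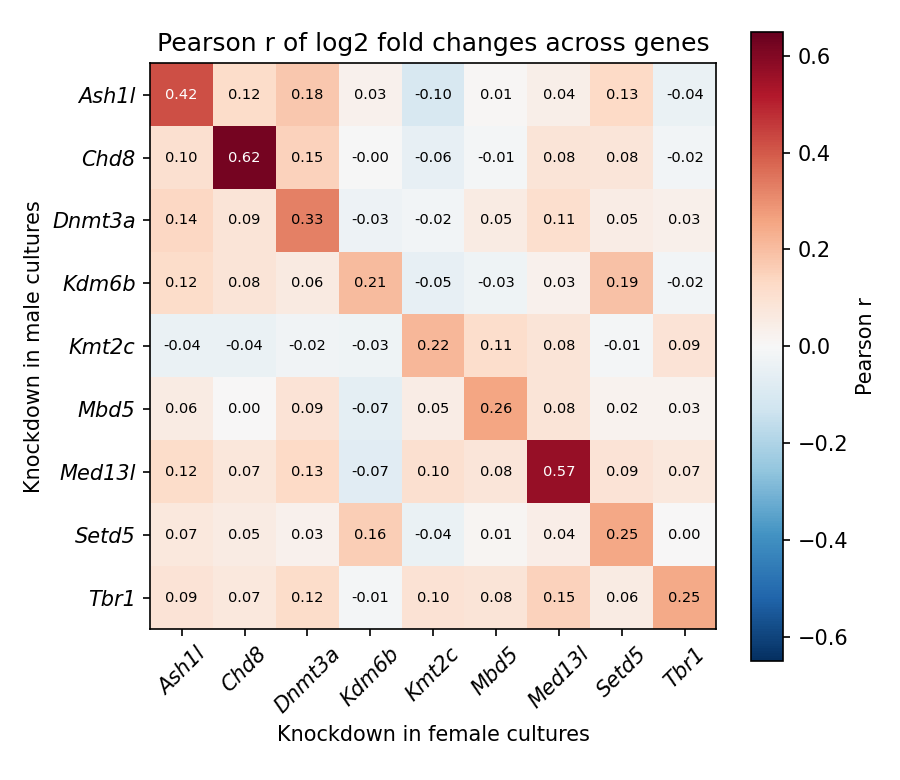
Pearson r, across genes without the 9 targets, of log2 fold changes of each knockdown in male cultures (rows) with each in female cultures (columns). The diagonal, the same target in both sexes, runs from 0.206 to 0.621 and holds the highest value of each row and column.

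The 5 gene lists were tested in the 18 comparisons with camera. The synaptic list (36 genes) was lower in 6 comparisons, with both sexes of Med13l and Tbr1, and Ash1l and Kmt2c in females. Its median log2 fold change after Med13l shRNA was −0.31 in males (adjusted p = 0.000371) and −0.33 in females (adjusted p = 5.5e-06). The proliferation list (24 genes) was lower in 5 comparisons, namely Dnmt3a and Kmt2c in males, Kdm6b in females, and the male libraries labelled Setd5 and Kdm6b. The median for the male libraries labelled Setd5 was −0.38 (adjusted p = 0.000371). The astrocyte list (21 genes tested) was higher after Dnmt3a shRNA in males (0.34, adjusted p = 0.0143) and lower after Chd8 shRNA in females (−0.44, adjusted p = 0.0442). The activity-regulated list (25 genes) was lower after Dnmt3a shRNA in males (−0.58, adjusted p = 0.00514). The interferon-stimulated list (19 genes tested) passed in 0 comparisons, with 2 at an unadjusted p under 0.05. No call held under fry or with an estimated correlation. Under fry with the replicate block, and among the paired comparisons, the synaptic list was called after Chd8 shRNA in both sexes and after Med13l shRNA in females. With the block, camera called the synaptic list in 9 of the 14 paired comparisons, against 5 without it, the activity-regulated list in 3, against 1, and the astrocyte list in 4, against 2.

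Libraries also separated by replicate number. In females, the first principal component held 27.2% of the variance, and the replicate number accounted for 92.3% of it. In males, the first component held 12.6%, and the number accounted for 36.2% of it. Over all libraries, the first component averaged −45.8 ± 12.9 in female replicates numbered 1, 35.7 ± 6.19 in those numbered 2 and −5.65 ± 13.8 in those numbered 3 (SD, 11 libraries each). Each group holds every number once, so numbers and groups are not confounded.

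**Figure D5:**
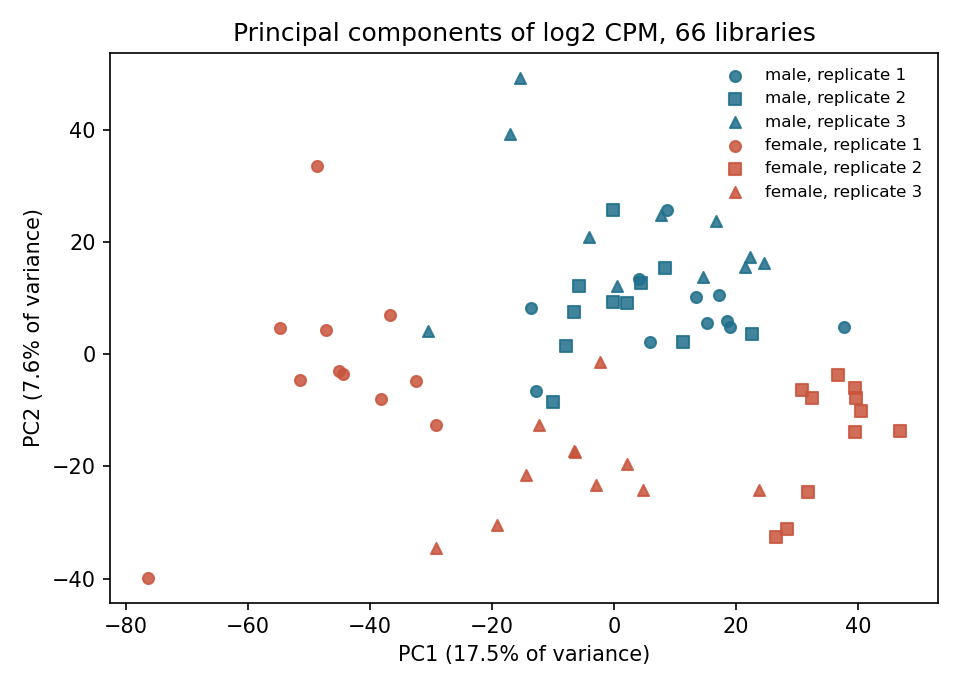
First (x axis, 17.5% of variance) and second (y axis, 7.6%) principal component of log2 CPM, one point per library, coloured by sex and shaped by replicate number. Female replicates 1 lie on the left (mean −45.8) and female replicates 2 on the right (mean 35.7).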

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

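The fit of only the libraries concerned, the replicate block, DESeq2 and the fits without one library were fixed before the data were examined. The other tests in this part were chosen after the result was seen. The effect of Setd5 shRNA differed between the sexes in 3 genes by the interaction test, Kdm5d, Ddx3y and Mtag2. With the replicate block in the fit of all libraries, the same 3 genes passed. Their edgeR adjusted p was 9.1e-11 for Kdm5d, 4.6e-06 for Ddx3y and 0.0150 for Mtag2. In a fit of the 12 libraries concerned alone, without the block, 0 genes passed (185 at an unadjusted p under 0.05). Since the real split gave 0 genes there, all 40 of the 40 splits drawn within sex had to give at least as many, and this count says nothing about the 3 genes.

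Kdm5d and Ddx3y rest on the library labelled Setd5 shRNA female replicate 1, and without it 0 genes passed. Male cells in that culture, or reads carried over from a male library, would bring all abundant Y-linked transcripts in proportion. This holds only where many molecules of each transcript are sampled. The library held Ddx3y at 21.6% and Kdm5d at 52.8% of the male level, but Eif2s3y at 1.26% and Uty at 0 counts (an upper limit of 0.358%). This argues against male cells or carried-over male reads in an amount that keeps the proportion. A trace sampled as few molecules need not keep it, so this test cannot exclude such a trace. Reads shared between X-linked and Y-linked copies would be counted in every female library. The other 32 female libraries had at most 12 counts of Ddx3y and 2 of Kdm5d, against 612 and 574, which argues against shared reads. A cause within the library's preparation stays open as untested. The same library also held high counts of many autosomal genes, described with the other observations.

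Mtag2 had at most 1 count in the 3 Setd5 shRNA female libraries. Low counts limit this result. Its edgeR adjusted p was 0.0896 without Setd5 shRNA female replicate 1, and over the alternatives, DESeq2 included, it ranged from 0.00413 to 0.9999. The male group holds a library whose target levels go against its label. Without that library 3 genes passed, and Mtag2 was past the threshold. A difference between the sexes of the animals stays open as untested.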

How the results depend on the processing

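No test in this part was chosen after a result was seen, but the alternatives with halved counts, separate fits of the sexes, the no virus control for counts of genes, different control groups, blocked fry, the blocked fit of only the libraries compared and the GC and length correction were chosen after seeing the data. Where a result changed, the cause was not tested, unless stated. With DESeq2 size factors in edgeR, none of the 36 summary results computed changed by more than 1.5 times or lost its side of the threshold. The difference in r between same and different targets across the sexes kept its direction under all alternatives computed for it, from 0.238 to 0.304 across the 60 fits that each left out one library.

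In a fit of only the libraries compared, the male counts were 667 for Ash1l, 3275 for Chd8, 257 for Dnmt3a, 84 for Kmt2c, 159 for Mbd5, 4149 for Med13l and 137 for Tbr1. The male libraries labelled Kdm6b and Setd5 gave 0 and 0, with 1252 and 944 genes at an unadjusted p under 0.05. In females Chd8 gave 53 genes, and Ash1l, Dnmt3a, Kmt2c, Mbd5, Med13l, Setd5 and Tbr1 gave 0, with between 320 (Dnmt3a) and 2054 (Med13l) genes at an unadjusted p under 0.05. The sex difference for Setd5 gave 0 genes (185 at an unadjusted p under 0.05), and at least 5 knockdowns shared 5 genes in males.

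With the replicate block, the male counts were 1335 for Ash1l, 3576 for Chd8, 235 for Dnmt3a, 70 for Kmt2c, 158 for Mbd5, 3835 for Med13l and 282 for Tbr1, with 517 and 171 in the libraries labelled Kdm6b and Setd5. In females they were 716 for Ash1l, 3404 for Chd8, 208 for Dnmt3a, 8 for Kdm6b, 176 for Kmt2c, 74 for Mbd5, 4498 for Med13l, 2098 for Setd5 and 145 for Tbr1. At least 5 knockdowns shared 8 genes in males and 4 in females. Camera called the activity-regulated list in 4 comparisons, the astrocyte list in 5 and the synaptic list in 10. The numbers do not pair the libraries for Kdm6b in either sex or for Ash1l and Med13l in males. The block lies within sex, so it gives no value for males against females. Its common coefficient of variation between replicates was 0.136, against 0.230 without the block.

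With the block in a fit of only the libraries compared, the male counts were 856 for Ash1l, 4285 for Chd8, 1743 for Dnmt3a, 518 for Kmt2c, 777 for Mbd5, 4578 for Med13l and 1198 for Tbr1. The libraries labelled Setd5 gave 26, and those labelled Kdm6b gave 0, with 1657 at an unadjusted p under 0.05. The female counts were 1773 for Ash1l, 2254 for Chd8, 221 for Dnmt3a, 92 for Kmt2c, 464 for Mbd5, 4463 for Med13l and 501 for Tbr1. For Setd5 in females the count was 361, below the 503 without the block and the 2098 of the blocked fit of all libraries. Kdm6b in females gave 0, with 1189 at an unadjusted p under 0.05. Nontargeting against no virus gave 11 genes in males and 0 in females, with 254 in females at an unadjusted p under 0.05.

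With each sex fitted separately, the male counts were 929 for Ash1l, 2891 for Chd8, 122 for Dnmt3a, 57 for Kmt2c, 92 for Mbd5, 3037 for Med13l and 184 for Tbr1, with 194 and 75 in the libraries labelled Kdm6b and Setd5. The female counts were 54 for Ash1l, 777 for Chd8, 3 for Dnmt3a, 1 for Kmt2c, 1 for Mbd5, 714 for Med13l, 184 for Setd5 and 0 for Tbr1 (495 at an unadjusted p under 0.05). At least 5 knockdowns shared 8 genes in males. With separate fits and the block, the male counts were 1613 for Ash1l, 3983 for Chd8, 331 for Dnmt3a, 87 for Kmt2c, 229 for Mbd5, 4341 for Med13l and 441 for Tbr1, with 803 and 246 in the libraries labelled Kdm6b and Setd5. For females they were 503 for Ash1l, 2907 for Chd8, 131 for Dnmt3a, 7 for Kdm6b, 66 for Kmt2c, 41 for Mbd5, 3865 for Med13l, 1497 for Setd5 and 78 for Tbr1. At least 5 knockdowns shared 30 genes in males and 1 in females.

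With the block and the GC and length correction, the male counts were 1941 for Ash1l, 4367 for Chd8, 401 for Dnmt3a, 114 for Kmt2c, 274 for Mbd5, 4339 for Med13l and 409 for Tbr1, with 346 and 443 in the libraries labelled Kdm6b and Setd5. The female counts were 1090 for Ash1l, 4154 for Chd8, 374 for Dnmt3a, 75 for Kdm6b, 165 for Kmt2c, 147 for Mbd5, 4252 for Med13l, 2754 for Setd5 and 233 for Tbr1. At least 5 knockdowns shared 33 genes in males and 12 in females. The activity-regulated list was called in 3 comparisons, the astrocyte list in 4 and the synaptic list in 2.

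With DESeq2, the male counts were 36 for Dnmt3a, 26 for Mbd5 and 65 for Tbr1, with 83 and 33 in the libraries labelled Kdm6b and Setd5. In females they were 35 for Dnmt3a, 39 for Kmt2c, 21 for Mbd5, 757 for Setd5 and 30 for Tbr1. The sex difference gave 1 gene for Kmt2c, 1 for Mbd5 and 0 for Setd5 (488 at an unadjusted p under 0.05). In females 1 gene differed between nontargeting and no virus, and at least 5 knockdowns shared 1 gene. Without a filter, 4 genes changed in the male libraries labelled Kdm6b, 330 for Setd5 in females, and 21 and 6 for Tbr1 in males and females. The sex difference for Setd5 gave 1 gene, and the median r was 0.452 in males and 0.435 in females. Against no virus, 7 genes changed in the male libraries labelled Kdm6b, 17 for Mbd5 and 22 for Tbr1 in females, and at least 5 knockdowns shared 1 gene in females. With halved counts, 6 genes changed for Tbr1 in females.

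At least 3 knockdowns shared 19 genes in males and 28 in females, where the lower minimum itself gives more. With genes above the median of expression, the median r was 0.172 in males and 0.141 in females. With different control groups it was 0.0879 and 0.0351. Under fry, and under camera with an estimated correlation, the activity-regulated, astrocyte, proliferation and synaptic lists were called in 0 comparisons. Unadjusted p under 0.05 was reached at most 2 times per list. Blocked fry called the activity-regulated list in 0 comparisons (1 at an unadjusted p under 0.05), the astrocyte list in 1, the interferon-stimulated list in 1 and the proliferation list in 2.

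Each library was also left out in turn, which removes a sample from one group. The male counts ranged from 169 to 247 for Ash1l, 947 to 1246 for Chd8, 4 to 10 for Dnmt3a, 7 to 10 for Kmt2c, 5 to 8 for Mbd5, 720 to 961 for Med13l and 2 to 26 for Tbr1. They ranged from 1 to 18 for the libraries labelled Kdm6b and from 0 to 176 for those labelled Setd5. In females they ranged from 57 to 253 for Ash1l, 582 to 1719 for Chd8, 3 to 58 for Dnmt3a, 0 to 50 for Kdm6b, 6 to 33 for Kmt2c, 1 to 22 for Mbd5, 541 to 3027 for Med13l, 85 to 1377 for Setd5 and 0 to 27 for Tbr1. The sex difference for Setd5 ranged from 0 to 7 genes, with 0 without Setd5 shRNA female replicate 1, and 1 without nontargeting female replicate 1 or 2. Males against females without virus ranged from 7 to 12 genes, the latter without no virus female replicate 2. The median r ranged from 0.302 to 0.485 in males and from 0.252 to 0.538 in females, both highest without nontargeting replicate 2 of the sex. The sex difference of Ddx3y for Setd5 ranged from −10.64 to 3.56 across these fits, and was 3.56, in the opposite direction, without Setd5 shRNA female replicate 1, because that library holds the counts it rests on.

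Among the single genes named, 20 weakened and 4 moved in a fit of only the libraries compared, each counted once. Across fits without one library, the calls of Kmt2c and Tbr1 in males, Tbr1, Gdf11 and Epdr1 in females, Arsb in the male libraries labelled Setd5, and the sex differences of Kdm5d, Ddx3y and Mtag2 were lost in at least 1 fit. Kdm6b in both sexes and Setd5 in males gained a call in 1 fit each, and the number of knockdowns that changed Tmem230 moved in both sexes. With separate fits of the sexes 6 weakened, 1 strengthened and 2 moved, and with the block added to these 1 strengthened and 1 moved. DESeq2 weakened 2 and strengthened 1, no filter weakened 2 and moved 1, and the block strengthened 1. The strengthened gene was in each case Kdm6b in the male libraries so labelled, with an adjusted p of 0.0204 (DESeq2), 0.0114 and 0.0107 (separate fits without and with the block, edgeR) and 0.00909 (block, edgeR). The block with the correction weakened 1 and moved 1. Depth limits Mtag2, which had at most 33 counts in the libraries compared.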

Other observations

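Each pattern below was first noticed in these data. For the match of whole profiles, the GC and length corrections, the change of control group, the overlap between sexes and the depth, what each explanation predicts was written down before the test was run. The other tests were chosen after the result was seen, and those on a failed depletion and on the share of neurons were altered after their values were seen.

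The libraries labelled Setd5 shRNA male replicate 1 and Kdm6b shRNA male replicate 1 have target levels that fit each other's label. Each of the 27 male shRNA libraries was correlated, over all genes without the 9 targets, with the 9 effects measured in females, which share no library with males. For 25 of the 27 the best match was the target of the label. The exceptions were these 2. The library labelled Setd5 had an r of 0.281 with the female Kdm6b effect and 0.0990 with the Setd5 effect, a difference of 0.182. The library labelled Kdm6b had 0.279 with the female Setd5 effect and 0.0672 with the Kdm6b effect, a difference of 0.212. A depletion that failed in the culture labelled Setd5 is argued against by its r of 0.281, since the 21 male libraries with other labels had at most 0.125 with the Kdm6b effect. GC and length bias of the library labelled Kdm6b is argued against by its Setd5 level of −1.57 (log2) after both trends were removed. An exchange of the 2 labels is a candidate explanation. Where it happened stays open, and the groups were not changed here. No biological explanation was tested.

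In the library labelled Setd5 shRNA female replicate 1, 43 genes had over 100 counts and more than 2 times the highest value of all other female libraries scaled to its depth. The next library had 16 such genes, and 51 of the 66 libraries had none. The excess over the mean of the other females was close to constant for many of them. For 21 genes it lay between 405 and 513 counts, with 10 genes at 301 or below and 12 above 520. The limits of 400 and 520 were set after the values were seen. Among the 21 were Fcer1g (449 counts, against a scaled mean of 1.86 in the other females), Atp6v1b1 (458 counts against 4.92) and F420014N23Rik (534 counts against 20.5). Ddx3y and Kdm5d, with 612 and 574 counts, lay above that range. The 43 genes lie on many chromosomes, X and Y among them. The library had counts for 16237 genes, the fewest of the 66 libraries, at 35178082 total counts. Setd5 shRNA female replicate 3 had 16311 genes at 13759741 total counts, and no virus male replicate 3 had 17900 at 35163382. No cause was tested.

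Female libraries separate by replicate number. Sequencing depth accounted for 8.09% of the first component in females, against 92.3% for the number, which argues against depth. The activity-regulated list averaged 3.44 ± 0.330 log2 CPM in female replicates 1, 5.19 ± 0.117 in replicates 2 and 4.36 ± 0.318 in replicates 3 (SD, 11 libraries each), a largest difference of 1.75. Median Fos was 10.1, 159 and 59.99 CPM. Different neuronal activity of the cultures is a candidate explanation for part of the separation. The 10 most abundant genes held 7.93% to 17.2% of counts in female replicates 1. They held 4.98% to 5.55% in replicates 2 and 5.79% to 7.47% in replicates 3. A difference in library or RNA quality was not tested and stays open. Different cell preparations, which the numbers may stand for, were not tested because the labels do not say what a number shares.

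The correlation between knockdowns within a sex is a pattern that shared control libraries may explain. With the knockdowns of each pair set against different control groups, the median r fell to 0.0879 in males and 0.0351 in females. The remainder is small beside the mean r of 0.345 for the same target between the sexes. It is close to the 0.0478 for different targets between sexes.

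Genes shared by at least 3 knockdowns exceeded random placement. Shared controls as the whole cause are argued against by calls that share no library. Over the 72 combinations of a knockdown in males with another target in females, blocked calls met in the same direction 5072 times and in opposite directions 2508 times. Random placement gave 2663 in the same direction, a ratio of 1.90. Without the block the ratio was 2.54. The male groups labelled Setd5 and Kdm6b each hold a library that matches the other label, so part of this sharing may be of the same target. Over the 70 combinations without those of Setd5 with Kdm6b, a choice made after the values were seen, the ratio was 1.85 with the block and 2.51 without it. Genes with low spread may be called more often in every comparison, which would raise this ratio as well. Of the shared calls, 66.9% went in the same direction. A small response common to several knockdowns is a hypothesis that these values leave open.

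The synaptic list was lower after Med13l shRNA in both sexes. GC content and transcript length as the whole cause are argued against by an adjusted p of 0.00101 or less in both sexes with the block and the correction. The other 8 calls of the blocked fit were not made under that correction, which left 2. A lower share of neurons in these cultures cannot be told apart from a lower level per neuron. The astrocyte list had a median of −0.29 in both sexes and did not pass in either, and it holds 21 tested genes only. A direct effect of Med13l depletion stays open as a hypothesis.

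Other splits of the libraries were fitted for each comparison. With 3 against 3 libraries there are 10 splits, so the share is never under 0.1 and chance cannot be excluded by this count alone. In 10 comparisons 1 of the 10 splits, the real one, gave as many genes. These were Ash1l, Chd8, Dnmt3a, Kmt2c, Mbd5, Med13l and Tbr1 in males, Chd8 in females, and males against females with the nontargeting shRNA and without virus. In the other 12 the real split gave 0 genes in a fit of the 6 libraries alone, so all 10 of the 10 splits had to give as many and the count says nothing. These were the female comparisons other than Chd8, the male libraries labelled Kdm6b and Setd5, and both comparisons of nontargeting with no virus. Among these comparisons of 3 with 3, the largest count of another split was 2693, for Kdm6b in females. In the 14 comparisons of an shRNA with nontargeting that the numbers pair, and with the block, the real split gave more genes than the other 3 of the 4 splits that part all 3 pairs, where the others gave at most 8 genes. The numbers also pair nontargeting with no virus. There the real split gave 11 genes in males, against at most 7 in the others, and 0 in females, as in all 4 of the 4 splits. For the interaction tests, all 40 of the 40 splits drawn gave at least as many genes as the real one for each of the 9 targets. The real split gave 0 genes in a fit of the 12 libraries alone, so this outcome was fixed and says nothing. There the largest count of another split was 3119, for Med13l.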
